A study of Mus musculus with 12 samples.

How the data were processed

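The study measured gene expression in whole liver by bulk RNA sequencing. The labels call the molecule total RNA and do not say how messenger RNA was selected. There were 12 mice, each giving 1 library: 6 mice with *Yap1* removed by Cre recombinase driven by the *Foxa3* promoter (KO) and 6 wild-type mice (WT), with 3 males and 3 females of each genotype, giving 4 groups of 3 samples. The labels put the mice on a C57BL/6 background at 3-4 months of age. Per the labels' protocols, frozen livers were extracted with Trizol, the RNA was cleaned on silica columns with DNase digestion, and Illumina libraries were made by a sequencing company. The group of each sample was taken from its title, and replicates were numbered in order of deposition, so a replicate number pairs no samples across groups.

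The deposited table held 25676 genes with 1 column of TPM (transcript abundance scaled to a fixed sum) for each mouse, per the file headers. The authors' steps from reads to TPM (aligner, counter, genome build, annotation, use of strand) are stated neither in the labels nor in the file headers. Each TPM column as deposited summed to 1000000 over the genes of the table, so a value is a share of the library's transcripts and not an amount of RNA. The deposited table also carried the authors' own comparison of KO with WT for 17332 genes, as a signed fold change, a log2 fold change and an FDR p-value rounded by the authors to 2 decimals, per the file headers; how that comparison was made is not stated there. These columns were read for comparison only. All 12 sample columns matched exactly 1 sample each, and 0 columns of per-sample values were left unmatched.

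Gene positions were taken from GENCODE mouse release 21 (genome build GRCm 38) by Ensembl identifier, which matched 25635 of the 25676 identifiers, with the same symbol for 25186. These positions describe the genes and are not the authors' coordinates, since their build is not stated. Genes of near-identical families (the major urinary proteins, *Cyp3a*, *Cyp2a*, *Cyp2c*, *Cyp4a*, *Sult*, *Serpina1* and *Gsta* genes) can share reads, and genes on opposite strands of one locus can do so as well where strand was not used, so values of single members of these families are uncertain. Exons and isoforms were not analysed here.

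TPM were transformed as log2(TPM + 1), a pseudocount of 1, and 12278 genes with a mean TPM of at least 0.5 over the 12 samples were tested. Of all genes, 8344 were listed at 0 TPM in every sample and 17332 were above 0 in at least 1. Fold changes are differences on the log2(TPM + 1) scale, which understates the change of genes with low values. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), and p-values were two-sided and adjusted by the Benjamini-Hochberg method over the tested genes, with a threshold of 0.05. The genotype comparison used all 12 samples with sex as a covariate. The comparisons within males, within females, between the sexes in WT and in KO, and the interaction of genotype and sex came from 1 model of the 4 group means with a shared estimate of the spread. The interaction was the male genotype effect minus the female one.

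For *Yap1* and for 10 gene lists, an exact permutation test was used. Each sample's score for a list was the mean log2(TPM + 1) over the genes of the list. The statistic was the KO minus WT difference averaged over the sexes, and genotype labels were permuted within each sex over all 400 arrangements, two-sided. The smallest p-value this design can give is 0.005, reached when all KO samples of each sex lie on the same side of the WT samples of that sex. List p-values were adjusted by the Benjamini-Hochberg method over the 10 lists. A difference between the sexes in such an effect was tested by exact permutation of the sex labels within each genotype over 400 arrangements, two-sided. Each list was also placed among 10000 random lists of the same size drawn from genes of similar mean expression, within 250 ranks of each member. The lists held known targets of YAP and TEAD, biliary epithelial genes, genes of bile acid synthesis, bile acid uptake, export of bile acids and bile lipids, fibrosis and matrix, inflammation, proliferation, and genes known to be higher in male or in female mouse liver.

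The groups, the tests and their covariates, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. The rule named *Yap1*, the genes used to check sex, the 5 largest rises and the 5 largest falls in the genotype comparison among genes past the threshold whose 6 KO values all lay on one side of all 6 WT values, up to 3 members of each list past the threshold with the largest absolute fold change, the 5 interaction genes with the smallest adjusted p, and the 3 largest sex differences in each direction in WT. Genes named outside this rule are said to be so where they appear. *Xist*, the other gene meant for the sex check, was not matched by symbol and is not analysed here.

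Alternatives were a pseudocount of 0.1, no filter beyond a TPM above 0 in at least 1 sample, a mean TPM of at least 5, rescaling by median-of-ratios size factors, rescaling after leaving out the 20 most abundant genes, quantile normalization, eBayes without a trend, array weights, no sex covariate, a covariate for the animal-number cohort, fits of only the 2 groups compared, an absolute log2 fold change of at least 1, unrestricted permutation, list medians, list members with a mean TPM of at least 0.5, and leaving out each of the 12 samples in turn. Array weights are limma's per-sample weights. A pair of further alternatives, limma's voom on recovered reads with total reads or with median-of-ratios sizes, was chosen after seeing the data. In the text, rescaled values are those after median-of-ratios rescaling, in which the size factors were the median ratio to the geometric mean over tested genes above 0 in all samples.

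Depth was estimated from the steps in the TPM values. Where whole reads were counted, the TPM of a gene in a sample is a whole number times the TPM of 1 read, and the ratio of these steps between samples is shared by all genes. A search for such steps gave whole reads, within 0.02 of a whole number, in every sample for 100% of the 15163 genes above 0 in at least 6 samples, and for 12276 of the 12278 tested genes. The same search gave whole reads for 2.30% of 1000 genes whose values had been moved at random by a small amount. On simulated data with altered gene lengths, 100% of 14775 simulated genes were given whole reads and 99.9% of these had every count right. The recovered totals rest on gene lengths implied by the steps, 28.8% of which equalled the summed exon length in GENCODE, so they are estimates. They give the depth and the voom alternatives and enter no other result.

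The limma step was tested on simulated data made from the recovered reads of 12276 genes, of which 200 were changed by a log2 fold change of 1. It called 84.0% of the changed genes, and 2.89% of its calls were unchanged genes. The changed genes were drawn from those with more reads, as many raised as lowered, so the simulated data held no common shift. The share of false calls therefore does not cover a comparison in which most genes shift together, such as KO with WT. The permutation step was tested on 60 simulated scores, where 6.67% of unchanged scores and 98.3% of shifted scores had an exact p-value under 0.05. Other software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.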

Results

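Gene expression was measured by RNA sequencing in the livers of 12 adult mice to ask how removal of *Yap1* from the liver epithelium changed its transcriptome. YAP1 is a transcriptional co-activator that works with the TEAD factors. Cre recombinase driven by *Foxa3* is made in the embryonic foregut endoderm, from which both hepatocytes and bile duct cells arise. There were 6 KO and 6 WT mice, with 3 males and 3 females of each genotype. Values were TPM as deposited by the authors, analysed as log2(TPM + 1). Steps in the values gave an estimated depth of 19654072 to 27831178 reads per library. Between 14321 and 15482 genes were above 0 TPM in each library.

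The libraries differed between animals beyond counting error. Over the 12 pairs of libraries within a group, the chi-square per degree of freedom of the recovered reads was 25.2 to 128 and the correlation of log2(TPM + 1) across genes was 0.967 to 0.990, so no pair appeared to be one library deposited in duplicate. In a principal component analysis of the tested genes, the first component carried 60.6% of the variance and separated all 6 KO from all 6 WT samples. The second carried 18.3% and separated the 3 WT females from the 3 WT males, while the KO males and females lay closer together on it. All libraries were run on the same lane of a flow cell. The label of WT male replicate 2 carried a library number from a separate series, and WT female replicate 3 and KO female replicate 1 came from an earlier series of animal numbers. The early series held 1 sample of each genotype, too few to recompute a difference within it, and the library series of WT male replicate 2 held that sample alone, so its batch cannot be told apart from the animal.

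*Yap1* itself (ENSMUSG00000053110, chromosome 9, 7931999 to 8004596 on the minus strand of GRCm38) was lower in every KO library than in every WT library. Its level was 29.5 ± 4.46 TPM (SD, n = 6) in WT, ranging from 23.0 to 34.9, and 2.02 ± 0.775 TPM (SD, n = 6) in KO, ranging from 0.99 to 3.11. The log2 fold change was -3.36 with an exact permutation p of 0.005, the smallest the design allows. The change was -3.80 in males and -2.93 in females. In the early series of animals, the KO female had 3.11 TPM and the WT female 27.8 TPM. Without WT male replicate 2, the Yap1 log2 fold change was -3.33 (exact permutation p = 0.005). In the authors' deposited table, *Yap1* has a log2 fold change of -4.32, a fold change of -20.0 and an FDR p-value printed as 0. Sex labels were checked with the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. Their summed TPM was between 52.5 and 101 in the 6 males and at most 0.122 in the 6 females.

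**Figure D1:**
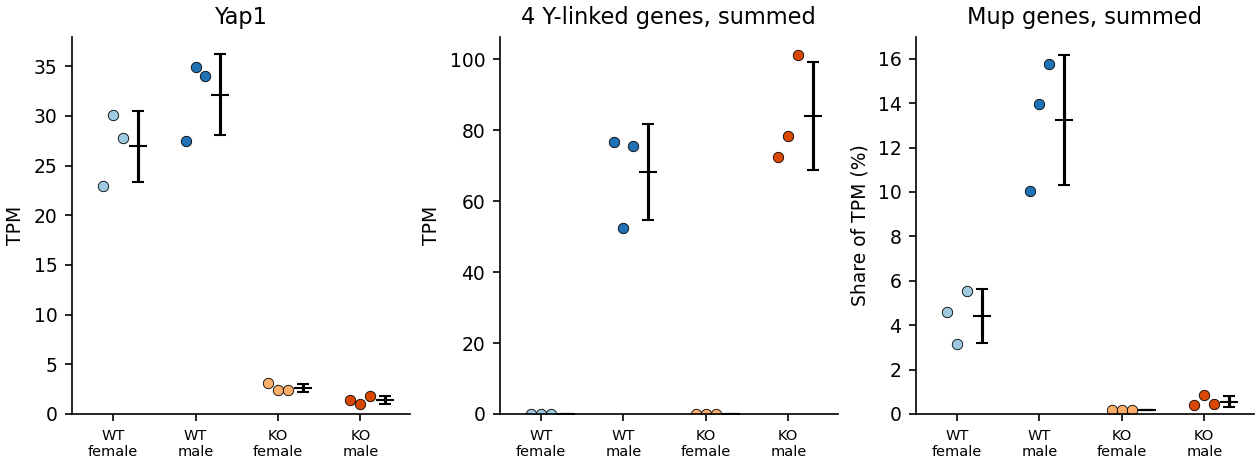
Each point is 1 mouse in 1 of the 4 groups, with a bar for the group mean and whiskers for the SD (n = 3). The left panel plots *Yap1* in TPM, the middle panel the summed TPM of the 4 Y-linked genes, and the right panel the share of all TPM, in percent, held by the 22 genes of the major urinary protein family. All KO mice had at most 3.11 TPM of *Yap1*, only males had Y-linked expression above 0.122 TPM, and the major urinary protein share was lower in KO than in WT.

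The comparison of KO with WT over both sexes asked which transcripts depended on *Yap1* status. With limma, 6745 of the 12278 genes had an adjusted p under 0.05 (7442 had an unadjusted p under 0.05). Of these genotype genes, 6153 (91.2%) were higher in KO and 592 were lower. The median log2 fold change over all tested genes was 0.35, larger than the median standard error of 0.14, so most genes were shifted upward together. After median-of-ratios rescaling the median was -0.03, and 4820 genes passed the threshold, 2612 (54.2%) higher and 2208 lower. The same direction and threshold were met under both scalings by 3203 genes. With an absolute log2 fold change of at least 1 added as a requirement, 1777 genes remained before rescaling, 1561 higher and 216 lower. The 6 KO values lay entirely on one side of the 6 WT values in 3757 tested genes (30.6%), against 0.216% expected of random splits of 6 and 6. A covariate for the early animal series gave 6648 genes, and leaving out WT male replicate 2 gave 6489. Because of the common shift, rescaled values are given below for the number of genes passing each comparison, for most lists and for some of the genes. The other fold changes and counts, among them most counts of list members, are on the deposited scale.

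**Figure D2:**
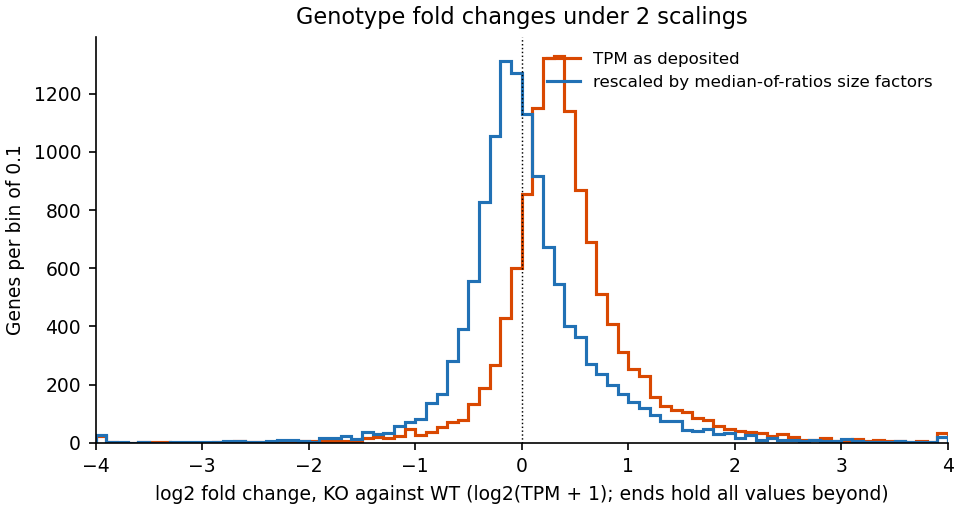
Histogram of the genotype log2 fold change (KO against WT, on log2(TPM + 1)) of the 12278 tested genes in bins of 0.1, on TPM as deposited and after median-of-ratios rescaling, with genes beyond the axis placed in the end bins. The median was 0.35 as deposited and -0.03 after rescaling.

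In the authors' deposited table, 4198 of 17332 genes have an FDR p-value printed below 0.05, 2591 higher and 1607 lower in KO. Of the tested genes, 3760 are among these, 2759 passed both thresholds, and 2752 of the 2759 had the same direction. After rescaling, 3279 genes passed both and 3276 had the same direction as in the authors' deposited table. Over tested genes, the median difference from the log2 fold change in the authors' deposited table was 0.37 on TPM as given and -0.03 after rescaling.

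The composition of the libraries differed by genotype. The 22 major urinary protein (Mup) genes together held 8.84 ± 5.24% (SD, n = 6) of TPM in WT and 0.369 ± 0.258% (SD, n = 6) in KO (exact permutation p = 0.005, adjusted over 5 measures 0.025). The 20 most abundant genes held 35.3 ± 1.13% in WT and 31.8 ± 2.30% in KO (exact permutation p = 0.015, adjusted 0.0375). KO libraries had on average 356 more genes above 0 TPM (exact permutation p = 0.03, adjusted 0.05). Mitochondrial transcripts held 16.1 ± 2.05% in WT and 14.6 ± 2.26% in KO, which was within the scatter (exact permutation p = 0.275, adjusted 0.305), and the recovered reads per library did not differ detectably (exact permutation p = 0.305, adjusted 0.305). All these tests were two-sided and stratified by sex.

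The 5 largest rises with complete separation of the genotypes were *Ly6d*, *Gm3776*, *Sprr1a*, *Lcn2* and *Gsta1*. *Ly6d* (ENSMUSG00000034634, chromosome 15, 74762056 to 74763620) rose from 3.38 ± 2.64 to 745 ± 129 TPM (SD, n = 6), a log2 fold change of 7.57 (SE 0.249, limma adjusted p = 1.42e-10). *Sprr1a* (ENSMUSG00000050359, chromosome 3, 92483952 to 92485895) rose from 0.050 ± 0.0556 to 71.7 ± 17.8 TPM, a log2 fold change of 6.08 (SE 0.150, limma adjusted p = 7.39e-12). *Lcn2* (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) rose from 29.5 ± 24.2 to 1626 ± 475 TPM, a log2 fold change of 6.06 (SE 0.452, limma adjusted p = 2.15e-07). *Gm3776* and *Gsta1*, neighbouring genes of the glutathione transferase family on chromosome 9, rose by log2 fold changes of 6.50 and 6.05, and their separate values are uncertain because near-identical members can share reads. After rescaling, the log2 fold changes of these genes were between 5.61 for *Lcn2* and 7.19 for *Ly6d*.

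The 5 largest falls were all Mup genes on chromosome 4. *Mup19* fell from 5507 ± 2324 to 4.79 ± 4.48 TPM (SD, n = 6), a log2 fold change of -10.15 (SE 0.444, limma adjusted p = 1.52e-09). *Mup15*, *Mup22*, *Mup17* and *Mup11* had log2 fold changes of -9.88, -9.24, -9.16 and -9.03. *Mup22* had the highest level in WT, 30255 ± 5615 TPM, and 84.5 ± 94.4 TPM in KO. These genes are near-identical and lie side by side, so the split between members is uncertain. Of the 19 Mup genes tested, 18 were lower in KO past the threshold, both as deposited and after rescaling. The exception, *Mup20*, was named after its values were seen. It was higher in KO females (log2 fold change 4.01, limma adjusted p = 4.16e-07) and lower in KO males (-0.95, limma adjusted p = 0.0142). *Sult2a8* on chromosome 7, also chosen after its values were seen, was the largest fall outside the Mup family on the deposited scale. It fell from 462 ± 117 to 1.35 ± 0.568 TPM (log2 fold change -7.62, SE 0.169, limma adjusted p = 4.47e-12), with -7.61 in males and -7.63 in females.

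The 10 gene lists were then compared between genotypes by the mean log2(TPM + 1) of their members. All list p-values were two-sided exact permutation values, 0.005 before and 0.00556 after adjustment over the 10 lists unless given otherwise, and at those values every KO sample lay on the same side of the 3 WT samples of its own sex. The list of 22 YAP and TEAD targets scored 1.92 ± 0.157 in WT and 2.41 ± 0.180 in KO (SD, n = 6), a mean log2 fold change of 0.50. After rescaling it was 0.20 (exact permutation p = 0.02, adjusted 0.0222). Of its 18 tested members, 10 were higher and 1 lower past the threshold, with the same counts after adjustment over the list alone. Among random lists matched on expression, its mean over tested members was at percentile 81.5. The members with the largest change were *Ccdc80* (log2 fold change 2.35), *Axl* (2.18) and *Myof* (1.40), which rescaling moved to 1.96, 1.77 and 1.16. Further members were named after their values were seen. *Igfbp3* was the member that was lower (-1.39, limma adjusted p = 2.57e-05). *Ccn2* was higher (0.78, limma adjusted p = 0.0239). *Ccn1* did not pass (1.03, limma adjusted p = 0.0715), with -0.24 in males and 2.29 in females.

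The biliary epithelium list rose by 0.99 (0.77 after rescaling, percentile 99.99). Of 11 tested members, 7 were higher and 1 lower, the same over the list alone. *Spp1* rose from 33.8 ± 11.2 to 492 ± 195 TPM (SD, n = 6; log2 fold change 3.76, SE 0.297, limma adjusted p = 3.73e-07), and *Cldn7* and *Prom1* rose by 3.28 and 3.03. The rise was not shared by all members. *Krt19* and *Epcam*, named after their values were seen, had log2 fold changes of -0.12 (limma adjusted p = 0.707) and -0.35 (limma adjusted p = 0.0312).

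The bile acid lists moved in separate directions. The synthesis list changed by -0.44 (-0.89 after rescaling, percentile 4.81), with 4 of 14 members lower and 2 higher past the threshold, the same over the list alone. *Cyp8b1* fell from 192.2 ± 59.5 to 30.2 ± 9.94 TPM (SD, n = 6; log2 fold change -2.66, SE 0.241, limma adjusted p = 1.33e-06) and *Cyp7b1* from 227 ± 204 to 11.7 ± 1.29 TPM (-3.46, SE 0.448, limma adjusted p = 2.91e-05). The WT level of *Cyp7b1* was 404 TPM in males and 49.4 TPM in females, and its change was -4.997 in males and -1.92 in females. *Acox2* was 0.52 higher (limma adjusted p = 0.021), but only 0.07 after rescaling, when it no longer passed. *Cyp7a1*, named after its values were seen, did not pass (0.82, limma adjusted p = 0.266). Its change was 2.51 in males and -0.87 in females. The uptake list changed by -1.66 (-2.08 after rescaling, percentile 1.02), with 3 of its 5 members lower past the threshold. These were *Slco1a1* (log2 fold change -6.18), *Slc10a1* (-1.32) and *Slco1b2* (-1.04). With the median over the genes, which gives *Slco1a1* less weight, the uptake list changed by -1.09 (exact permutation adjusted p = 0.025). *Slco1a1* and *Cyp7b1* are also in the list of male-biased genes, so the synthesis and uptake results are not independent of that list. The list for export of bile acids and bile lipids rose by 0.71 (0.35 after rescaling, percentile 95.9), with 7 of 12 tested members higher and 2 lower. *Slc51b* rose from 0.487 ± 0.393 to 24.6 ± 6.33 TPM (log2 fold change 4.11, SE 0.170, limma adjusted p = 1.01e-09), *Abcb1a* rose by 1.96 and *Abcb4* by 1.59. The list member not tested, *Slc51a*, was named after its values were seen. It had means of 0.246 TPM in WT and 0.450 TPM in KO, so the rise of *Slc51b* was not matched by a similar level of *Slc51a*. When the median over the genes replaced the mean, the export list no longer passed (0.46, exact permutation adjusted p = 0.1).

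The lists for fibrosis and matrix, inflammation and proliferation rose in all KO samples. The fibrosis and matrix score went from 1.88 ± 0.193 to 3.90 ± 0.420 (SD, n = 6), a mean log2 fold change of 2.02 (1.66 after rescaling, percentile 100). Of its 19 members 18 passed the threshold over all genes and 19 over the list alone, all higher. *Col1a1* rose from 2.90 ± 1.08 to 62.0 ± 17.2 TPM (log2 fold change 4.01, SE 0.207, limma adjusted p = 6.72e-09), *Timp1* by 3.20 and *Col1a2* by 3.16. The inflammation list rose by 1.83 (1.51 after rescaling, percentile 100), with 14 of 17 tested members higher past the threshold, the same over the list alone. Beside *Lcn2*, its largest changes were *Cd14* (log2 fold change 5.02, SE 0.254, limma adjusted p = 5.37e-09) and *Cxcl1* (2.85, SE 0.706, limma adjusted p = 0.00406), whose KO and WT values overlapped. The proliferation list rose by 1.14 (0.85 after rescaling, percentile 99.99), with all 17 tested members higher. *Cdc20*, *Ccnb2* and *Ccnb1* rose by 1.94, 1.72 and 1.60, from levels under 1 TPM in WT to between 3.09 and 6.71 TPM in KO.

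**Figure D3:**
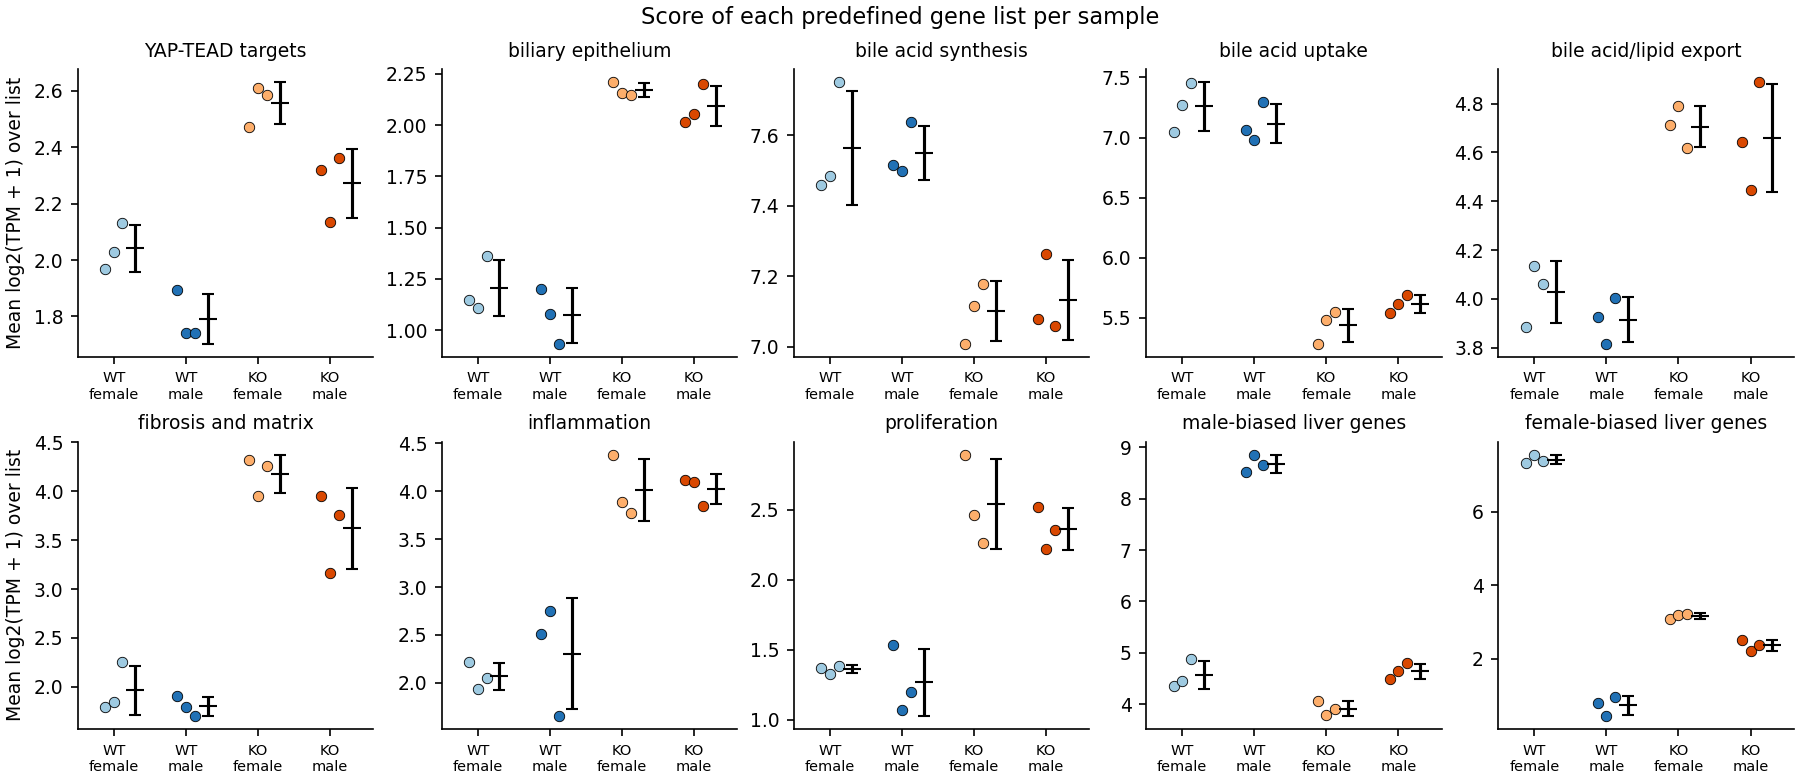
Score of each of the 10 gene lists (mean log2(TPM + 1) over its members, each panel with its own axis) in each mouse of the 4 groups, with a bar for the group mean and whiskers for the SD (n = 3). For 9 lists the KO mice of both sexes moved the same way, and for the list of female-biased liver genes they moved in opposite ways. The lists of male-biased and female-biased liver genes separated the sexes widely in WT and little in KO.

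The genotype effect was next examined within each sex. In males, 5663 genes passed the limma threshold, 5318 higher and 345 lower, with a median log2 fold change of 0.44. In females, 4151 passed, 3577 higher and 574 lower, with a median of 0.27. After rescaling there were 2937 genotype genes in males, 1729 higher and 1208 lower (58.9% higher), and 3189 genotype genes in females, 1893 higher and 1296 lower (59.4% higher). That method centres the genes and so brings the split near even. Without the 20 most abundant genes, which does not centre them, 91.8% were higher in males and 82.5% in females. Of the 3354 genes past the threshold in both sexes, 3321 had the same direction and 33 the opposite one. Across the 12278 genes, which are not independent replicates, the male and female fold changes had a Pearson correlation of 0.775 and a Spearman correlation of 0.744.

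The interaction test asked which genotype effects differed between males and females. It gave 112 genes at a limma adjusted p under 0.05 (1087 at an unadjusted p under 0.05), with a positive difference for 72 and a negative one for 40. Rescaling gave 102 genotype by sex interaction genes, of which 93 were shared. The 5 smallest adjusted p-values belonged to *Sult3a1*, *Cyp3a44*, *Cyp3a41b*, *Cyp3a16* and *Slc22a26*, all of them higher in females than in males in WT. *Sult3a1* (ENSMUSG00000069668, chromosome 10, 33857721 to 33879532) was at 257 ± 22.9 TPM (SD, n = 3) in WT females and at 0.0251 ± 0.0435 TPM in KO females, and was listed at 0 in the males of both genotypes (interaction 7.97, SE 0.191, limma adjusted p = 7.76e-11). *Slc22a26* (ENSMUSG00000053303, chromosome 19, 7781041 to 7802667) was at 144 ± 16.3 TPM in WT females and 0.152 ± 0.133 TPM in WT males, and at 19.02 ± 2.12 TPM in KO females and 11.6 ± 3.42 TPM in KO males. It fell in females (log2 fold change -2.86) and rose in males (3.43), and the interaction was 6.29 (SE 0.267, limma adjusted p = 2.00e-08). *Cyp3a44*, *Cyp3a41b* and *Cyp3a16* had interactions of 7.90, 7.20 and 6.996, and as near-identical neighbours on chromosome 5 their separate levels are uncertain. Genotype effects in males and females had opposite signs in 60 of the 112 genes.

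The sex difference was compared within each genotype to ask whether the sexually dimorphic liver programme was kept in KO. In WT, 705 genes differed between males and females at a limma adjusted p under 0.05 (3148 at an unadjusted p under 0.05), 140 higher in males and 565 higher in females. In KO, 10 genes did (655 at an unadjusted p under 0.05), 7 higher in males and 3 higher in females. The median log2 difference between the sexes was -0.19 in WT and 0.00 in KO, and after rescaling there were 531 genes in WT, 248 higher in males and 283 higher in females, and 11 in KO. Of the 10 KO genes, 9 were also sex genes in WT with the same direction, among them the 4 Y-linked genes and *Cyp4a12a*. The tenth was *Mup22*. The count of WT sex genes was unstable, from 291 to 1698 when single samples were left out. The interaction is the direct test of whether the sex difference changed: of the 112 interaction genes, 111 were sex genes in WT and 111 had a smaller absolute sex difference in KO, and the exception to both was *Mup22*. In WT, 71 of the 112 were higher in females and 41 higher in males.

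The 3 genes most strongly higher in WT females were *Cyp3a41a*, *Cyp2a4* and *Cyp2c69*. *Cyp3a41a* was at 2188 ± 205.5 TPM (SD, n = 3) in WT females and 0.352 ± 0.534 TPM in WT males, and at 1.12 ± 1.05 TPM in KO females and 1.83 ± 1.46 TPM in KO males. *Cyp2a4* was at 2033 ± 847 TPM in WT females and 1.36 ± 1.30 TPM in WT males, and at 482 ± 273 TPM in KO females and 169 ± 35.1 TPM in KO males, so that it fell in females and rose in males. *Cyp2c69* was at 1451 ± 216 TPM in WT females and between 2.30 and 4.73 TPM in the means of the other groups. The 3 most strongly higher in WT males were *Cyp4a12a*, *Mup7* and *Mup14*. *Cyp4a12a* was at 435 ± 103 TPM in WT males, 0.371 ± 0.343 TPM in WT females, 8.99 ± 4.72 TPM in KO males and 0.648 ± 0.429 TPM in KO females. All 6 had a limma adjusted p for the interaction under 0.05, from 1.11e-07 for *Cyp3a41a* to 0.0216 for *Mup14*. All 6 belong to families whose members can share reads.

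The predefined sex-biased lists gave the same comparison without selecting genes on these data. The list of 18 male-biased genes scored 8.67 ± 0.174 in WT males and 4.57 ± 0.272 in WT females (SD, n = 3), and 4.64 ± 0.149 in KO males and 3.92 ± 0.143 in KO females. Averaged over the sexes its genotype change was -2.34 (-2.72 after rescaling), with a change of -4.03 in males and -0.65 in females, and 12 of its members were lower and 1 higher past the threshold. Its largest falls were *Slco1a1*, *Serpina1e* and *Hsd3b5*, with log2 fold changes of -6.18, -5.93 and -5.65. The list of 21 female-biased genes scored 7.42 ± 0.122 in WT females and 0.739 ± 0.264 in WT males, and 3.17 ± 0.0713 in KO females and 2.37 ± 0.148 in KO males. Averaged over the sexes its change was -1.31 and was not detectable by permutation (exact permutation p = 0.145, adjusted 0.145), since it was -4.25 in females and 1.63 in males. Among random lists matched on expression, the male-biased and the female-biased list were both at percentile 0. In KO males, 17 of the 21 female-biased genes were higher than in WT males, 11 of them past the threshold and 1 gene lower past it. In KO females, 8 of the 18 male-biased genes were higher, 5 of them past the threshold, and 8 were lower past it. The male-female gap in each list had an exact permutation p of 0.1 within each genotype, the smallest that 3 against 3 can give. Exact permutation of the sex labels is uninformative for the change in these 2 gaps. Where the sexes do not overlap in either genotype and the gap shrinks without changing sign, as here, it cannot give a p under 0.1. By the limma interaction test, 19 of the 21 female-biased and 14 of the 18 male-biased genes passed (19 and 15 after rescaling), and all of those 19 and 14 had a smaller sex difference in KO.

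**Figure D4:**
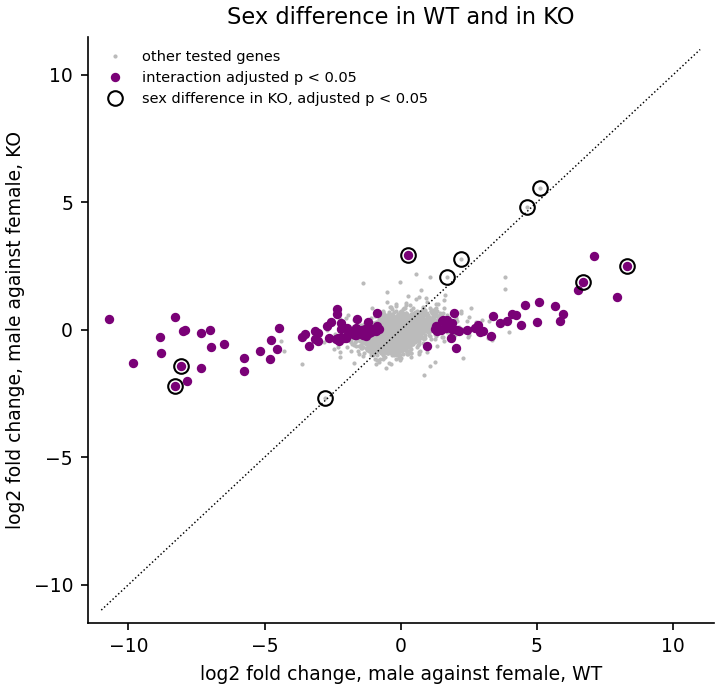
Male against female log2 fold change (log2(TPM + 1)) in WT, horizontal, and in KO, vertical, for each of the 12278 tested genes. The 112 interaction genes are filled, the 10 genes that differ between the sexes in KO are ringed, and the dotted line marks equal differences. Of the 112 interaction genes, 111 lie closer to 0 vertically than horizontally. Some of them still differ between the sexes in KO, such as *Cyp4a12a* (8.31 in WT and 2.52 in KO) and *Sult2a2* (-8.30 and -2.20).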

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

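The explanations weighed in this part were put forward once the patterns had been seen, and the tests of mislabelled sex, of rescaling, of mesenchymal markers and of other splits of the samples were chosen only after the result was seen. A sample was singled out when its gap to the nearest of the other 5 samples of its genotype, divided by the range of all 6, was above Dixon's 95% critical value for 6 samples. This happened in 13 of 132 groups tested, where chance gives about 6.6. KO female replicate 1 had the highest *Timp1* (0.630), the lowest *Acox2* (0.791) and the highest *Sult3a1* and *Cyp3a41b*, with a ratio of 1 for both because these genes were listed at 0 in the other KO samples and at no more than 0.37 on the log2(TPM + 1) scale here. KO male replicate 2 had the lowest *Myof* (0.789) and *Col1a2* (0.696). KO male replicate 1 had the highest *Mup17* (0.673) and *Mup7* (0.680), and KO male replicate 3 the lowest *Cyp8b1* (0.677). Among WT samples, female replicate 3 had the highest fibrosis and matrix score (0.639), female replicate 1 the lowest *Slco1b2* (0.717), male replicate 2 the lowest *Myof* (0.725) and male replicate 1 the highest *Ccnb1* (0.737). KO female replicate 1 and WT female replicate 3 are the early series of animal numbers, and WT male replicate 2 has the library number of a separate series. With 1 sample of each genotype in the early series, a batch cannot be told apart from a difference between animals. Their estimated depths, 23823396, 27831178 and 23781348 reads, were not low among the 12. No biological explanation was tested for single samples.

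The genotype effect differed between males and females in 112 genes by the limma interaction test, among them 14 of the genes named by the rule. The differences (male minus female effect, log2) were 11.15 for *Cyp3a41a*, 8.58 for *Cyp2c69*, 8.53 for *Cyp2a4*, 7.97 for *Sult3a1*, 7.90 for *Cyp3a44*, 7.20 for *Cyp3a41b*, 6.996 for *Cyp3a16*, 6.29 for *Slc22a26* and 2.67 for *Mup22*. They were -6.67 for *Mup7*, -5.80 for *Cyp4a12a*, -4.24 for *Hsd3b5*, -4.23 for *Mup14* and -3.08 for *Cyp7b1*. After median-of-ratios rescaling, 83.0% of the 112 genes were past the threshold in the same direction, so the scaling of a few abundant genes does not account for most of them. Of the 14 named genes, *Mup22* was the exception, with a limma adjusted p for the interaction of 0.0301 as deposited and 0.0815 after rescaling. Reads shared within the *Cyp3a*, *Cyp2a*, *Cyp2c*, *Cyp4a* and Mup families blur single members, and this was not tested gene by gene. Of 100 splits of the 12 samples, 6 gave as many interaction genes, the real one included. In each of the other 5, the samples of one sex kept their real genotype grouping and those of the other sex were mixed, which by itself makes the genotype effect differ between the sexes, and these splits gave 134 to 1671 genes. The splits were then parted by this, after their counts were seen. Of the 23 drawn that kept one sex in its real grouping, 5 gave as many genes, and of the 76 that mixed both sexes, the highest gave 1. Splits of the first kind are no null for an interaction, so the share of 6 in 100 does not decide whether the count of 112 arose by chance.

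The score of the female-biased gene list fell in every KO female and rose in every KO male relative to WT of the same sex, a difference between the sexes of 5.88. Exact permutation of the sex labels could not test this difference, because it cannot give a p under 0.1 where, as here, the sexes do not overlap in either genotype and the gap shrinks without changing sign. The wider pattern, a smaller sex difference in KO than in WT, was weighed against 3 technical explanations, a loss of hepatocytes and a change in growth hormone signalling. Mislabelled sex was ruled out by the Y-linked genes, whose summed TPM was at least 72.5 in KO males and at most 0.122 in any female. A larger spread between replicates in KO was slight, with a median within-group SD 1.15 times that in WT. After rescaling, WT still had 531 sex genes against 11 in KO, so a few abundant genes do not account for the pattern. A loss of hepatocytes was tested with 12 marker genes, which in KO females changed by -0.14 after rescaling while the female-biased list changed by -4.52. In KO males the same markers changed by -0.37 after rescaling while the male-biased list changed by -4.53. A further biological explanation was weighed: growth hormone, whose secretion pattern sets the sex of the liver transcriptome, might act less in KO. Other biological explanations were not tested, so it is not reached by exclusion. In a set of 5 genes of its signalling (*Ghr*, *Igf1*, *Igfals*, *Socs2* and *Cish*, named outside the rule), the rescaled mean log2 fold change was -0.69 (exact permutation p = 0.015, two-sided, adjusted over 5 marker sets 0.025). The evidence is mixed, since the change on the deposited scale was -0.26 (exact permutation p = 0.25, two-sided, adjusted 0.312), with 0.13 in males and -0.66 in females. *Ghr* and *Igfals* fell by 1.06 and 1.60 on that scale, and *Igf1* fell by 0.45 (limma adjusted p = 0.0262), with -0.90 after rescaling (limma adjusted p = 0.000129). *Socs2* and *Cish*, which like *Igf1* are induced by the pathway, rose past the threshold in males, by 1.79 (limma adjusted p = 0.0039) and 1.61 (limma adjusted p = 0.0224), and changed by 0.02 and 0.15 in females (limma adjusted p = 0.976 and 0.849). After rescaling the rise in males was 1.34 for *Socs2* (limma adjusted p = 0.025) and 1.16 for *Cish* (limma adjusted p = 0.113), so that of *Cish* depended on the scaling. The limma interaction test did not pass for either (adjusted p = 0.333 and 0.6). The induced genes thus moved in different directions, and the set does not settle the question. In the splits, 1 of 10 splits of the 6 WT samples, the real one, gave as many sex genes, and likewise 1 of 10 in KO, where 10 splits are too few to set the counts apart from chance. The smaller sex difference in KO rests on the limma interaction test, in which 111 of the 112 genes had a smaller difference in KO. Its cause remains a hypothesis.

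*Yap1* fell more in males than in females, with a difference of -0.86 (exact permutation of sex labels within genotype, p = 0.015, two-sided). The limma interaction test for *Yap1* did not pass over all genes (adjusted p = 0.221). KO males had 1.40 ± 0.404 TPM (SD, n = 3) and KO females 2.65 ± 0.394 TPM. The difference was -1.05 after rescaling and -1.16 with a pseudocount of 0.1, so that neither the abundant genes nor the pseudocount made it. The remaining *Yap1* transcripts could come from cells that *Foxa3*-driven Cre does not reach. Within the sexes, the relation of *Yap1* to the mesenchymal marker score over KO samples was positive with a one-sided exact permutation p of 0.0556, and the p for endothelial markers was also 0.0556. The smallest p this design can give is 0.0278. These tests ask whether the remaining *Yap1* follows the markers within a sex, and do not test the difference between the sexes. The mesenchymal score was 3.11 ± 0.373 in KO males and 3.57 ± 0.245 in KO females (SD, n = 3). Its change from WT was larger in males on the deposited scale (0.88 against 0.74) and nearly equal after rescaling (0.44 against 0.45). The endothelial score was 2.41 ± 0.448 in KO males and 2.99 ± 0.628 in KO females, with changes of -0.10 and 0.27 (-0.55 and -0.01 after rescaling). Neither source was established, and the difference cannot be told apart from RNA of such cells.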

How the results depend on the processing

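The tests with voom on recovered reads were chosen only after the result was seen; the other alternatives were not. In all, 72 results were recomputed under 1644 alternatives: the 19 counts and scores that answer a comparison, and 53 fold changes of named genes. Of the alternatives for the 19, 355 kept the direction and side of the threshold or stayed within 1.5 times the count, 39 moved a count by more, 1 lost significance and none reversed. For the named genes, 1232 kept both, 17 lost significance (8 of them in fits that left out 1 sample) and none reversed. The 17 belonged to *Acox2*, with log2 fold changes from 0.07 to 0.52, *Cxcl1* (2.10, limma adjusted p = 0.0698) and *Cyp3a41a* (limma adjusted p up to 0.0804). The cause was not tested.

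The split between higher and lower genes depended most on the scaling. Against 6153 higher and 592 lower genotype genes as deposited, median-of-ratios rescaling gave 2612 and 2208 (54.2% higher), quantile normalization 2356 and 2623 (47.3%), and voom with median-of-ratios sizes 2562 and 2269 (53.0%). These 3 methods centre the genes, so a near-even split follows from them. Leaving out the 20 most abundant genes before rescaling kept 88.4% higher, and voom with total reads 83.3%. The 5663 genotype genes in males became 2937, 2634 and 2834 under the 3 centring methods and 3703 under voom with total reads. Quantile normalization gave 458 sex genes in WT against 705, and voom with median-of-ratios sizes gave 71 interaction genes against 112. In KO, the 10 sex genes became 6 under that method and 5 under voom with total reads.

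Stricter filters lowered the counts by removing genes. With a mean TPM of at least 5 there were 4453 genotype genes, 4008 of them higher, 3762 genotype genes in males, 2656 genotype genes in females and 6 sex genes in KO. With an absolute log2 fold change of at least 1 there were 1777 genotype genes (1561 higher, 216 lower), 1933 in males, 1764 in females and 341 sex genes in WT.

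The counts of sex and interaction genes also moved with the weights and with single samples. Array weights raised the genotype genes in females from 4151 to 6939, the genotype by sex interaction genes to 503, the sex genes in WT to 2935 and those in KO to 339. A covariate for the early animal series gave 409 sex genes in WT, and a fit of only the WT samples gave 399. Across the 12 fits that each left out 1 sample, the interaction genes ranged from 75 to 176, the sex genes in WT from 291 to 1698 and those in KO from 6 to 10. The count in WT stayed above the count in KO in every one of these settings. The cause of these shifts was not tested.

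The bile acid and bile lipid export mean log2 fold change was the only list result to lose significance, at 0.46 (exact permutation adjusted p = 0.1) when the median over its genes was used, against an adjusted p of 0.00271 to 0.00625 under its other alternatives over all samples. *Yap1* and the other lists kept their direction and side of the threshold under every alternative run, the female-biased list staying short of it. No paired analysis was possible because the labels give animals no replicate numbers. The numbers used here follow the order of deposition. Groups of 3 limit the tests within a sex, where no exact test can go below 0.1.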

Other observations

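The tests of rescaling, of the 20 most abundant genes, of depth, of the summed Mup genes and of other splits of the samples in this part were chosen only after the result was seen. Of the 6745 genes that differed by genotype, 91.2% were higher in KO. Recovered reads per library did not differ detectably by genotype (exact permutation p = 0.305, two-sided), which does not rule out a part for depth. In males every KO library had fewer reads (19988160 to 20815697) than every WT library (21204432 to 24510109). In females the KO and WT ranges overlapped. The median log2 fold change was at least 0.29 in each of the 5 equal groups of genes ordered by exon length, and at least 0.27 in each of those ordered by GC content, with a value known for 12272 genes in each case. Leaving out the 20 most abundant genes and rescaling kept 88.4% of the calls higher, so the very largest transcripts are not the source alone. After median-of-ratios rescaling 54.2% were higher, but that method sets the median gene near 0, so it decides nothing. The 1051 genes with a mean of at least 100 TPM held 84.8% of TPM in WT and 80.3% in KO, and when they were left out and the other genes were scaled to 1000000, the median log2 fold change of the 11227 genes under 100 TPM was 0.068. The upward shift was thus mostly a common one of the genes under 100 TPM against those above, which restates the change in shares. It does not say which side moved, since TPM carry no absolute amounts. A smaller amount of abundant transcripts and a true rise of many others cannot be told apart.

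Among 100 splits of the 12 samples within sex, 1, the real one, gave as many genotype genes. Within males and within females, 1 of 10 splits did so, which is the least that 10 splits can give and cannot set these counts apart from chance.

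The list of YAP and TEAD targets was higher in KO, opposite to what loss of a co-activator would give if these genes depended on it in the liver. After rescaling the mean log2 fold change was still 0.20, so the common shift is not the entire reason. It was, however, at percentile 81.5 of random lists matched on expression, so a rise shared by genes of the same level may account for it. RNA from mesenchymal cells, in which many of these genes are active, was tested through 10 marker genes. These were higher in KO by 0.81 (0.44 after rescaling; exact permutation p = 0.015, two-sided, adjusted over 5 sets 0.025), but within the sexes KO samples with more of them did not have detectably higher target scores (one-sided exact permutation p = 0.278), which 3 samples per sex leave open. Another hypothesis is compensation by the paralog TAZ. Its gene *Wwtr1*, chosen after its values were seen, rose from 5.65 ± 0.942 to 13.997 ± 0.888 TPM (SD, n = 6), a log2 fold change of 1.18 (limma adjusted p = 1.62e-06), and 0.78 after rescaling (limma adjusted p = 4.52e-05), with all KO values above all WT values. Whether TAZ protein drives the targets was not tested.

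The fall of Mup genes was not an effect of reads moving between near-identical members, since the log2 fold change of their summed TPM was -4.61. *Mup20* is an exception in its direction in females, as given in the report.

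Markers of other cell types, listed before their test, also moved. The 8 macrophage markers were higher in KO by 1.80 (1.40 after rescaling; exact permutation p = 0.005, two-sided, adjusted over 5 sets 0.025), with every KO sample above the WT samples of its sex. The 10 endothelial markers changed by 0.09 (-0.28 after rescaling; exact permutation p = 0.195, adjusted 0.195). The 12 hepatocyte markers changed by 0.20 as deposited (exact permutation p = 0.01, two-sided, adjusted 0.0167). After rescaling they changed by -0.26 (exact permutation p = 0.035, two-sided, adjusted 0.0437), so the direction depends on the scaling. Cell numbers were not measured.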
